A study of Homo sapiens with 6 samples. Its data were reported in "Human iPSC-based Modeling of Pulmonary Fibrosis Reveals p300/CBP Inhibition Suppresses Alveolar Transitional Cell State" (2026).

How the data were processed

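Single cells of 6 samples in 3 groups (DCIK+3i at day 7, DCI+LATS at day 14 and PAL at day 14, 2 samples each) were sequenced with the 10x Genomics 3′ chemistry. Per the submitters' processing notes, reads were aligned to human genome GRCh38 (hg38) with Cell Ranger 7.1.0. The deposited files held UMI counts, whole numbers for 36602 features in 3 matrices. The features were 36601 Ensembl genes and 1 reporter sequence, and each matrix pooled its group's 2 samples under a single barcode suffix, so the samples could not be separated. Group and day were taken from the sample titles alone.

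The matrices held 3576 barcodes for DCIK+3i, 3742 for DCI+LATS and 4147 for PAL. Cells with at least 200 genes and at most 15% mitochondrial counts were kept, the thresholds stated in the study's methods, which left 2567 (71.8%), 2901 (77.5%) and 3780 (91.2%). Mitochondrial counts were above the limit in 1009, 841 and 367 barcodes, that is in every barcode removed, and 307, 26 and 42 of these also had under 200 genes. Doublets were called per matrix with Scrublet as implemented in scanpy, at an expected rate of 0.8% per 1000 cells. It called 5, 0 and 2 cells, too few to be plausible at these cell numbers, so doublet calling has to be taken as not having worked. The called cells were removed, and 2562, 2901 and 3778 cells were analysed.

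Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes, chosen without the cell type markers and without mitochondrial and ribosomal genes, gave 30 principal components, a graph of 15 neighbours and Leiden clusters at resolution 0.5 with seed 0. The 3 matrices were clustered together, without integration, into 16 clusters. Clusters were named from 13 marker sets fixed before the data were examined. A name needed a mean log2 fold of at least 1 over the class's markers and at least 3 markers that were at least 2-fold higher than in the other cells and seen in at least 25% of the cluster's cells. These thresholds, and the use of a count of markers, were set after the data had been seen and replaced a first version by mean fold alone. A cluster that met the rule of several classes took the name with the most such markers. Cluster 10 tied at 5 neuroendocrine and 5 neuronal markers, which this rule does not settle. It was named neuronal-like, with mean log2 folds of 2.34 for neuronal and 1.24 for neuroendocrine markers. Clusters that met no rule stayed unnamed and go by number.

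For each comparison, counts were summed over the cells of a library or class and expressed as counts per 1000000 of the total (CPM). Log2 ratios used a pseudocount of 1 CPM, whereas printed folds are ratios of CPM without one. A fold against 0 counts was computed against 3 counts and is given as a lower bound. Intervals are exact: Poisson for counts, conditional binomial for ratios and Clopper-Pearson for shares, at 95%. There were 3 comparisons between libraries and further ones between classes of at least 50 cells. No test across samples was possible with 1 matrix per group, and cells of 1 library are not replicates. The 33 gene lists were fixed before the data were examined, and the 409 symbols of these lists and the marker sets were all found in the files; 3 of them came from the study (AT2, AT1 and ATCS) and the others were written from general knowledge. A list gene counted as measured with at least 5 CPM in either library. The median log2 ratio of each list was placed among 10000 random lists matched over 20 bins of expression. Genes were named in the text if they were in the study's lineage lists, among the 8 largest ratios at either end at 50 CPM or more, among the 3 members of another list with the largest ratios, or on a short list named in every comparison.

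Shares of cells with a transcript were computed after thinning each cell to 5000 UMIs. Scores per cell were the mean of a list's log-scaled counts minus 50 control genes per list gene drawn from 25 expression bins, on thinned cells. The steps were tested on simulated data with 200 genes changed among 11791 genes for DCI+LATS over DCIK+3i and for PAL over DCIK+3i, and among 11890 for PAL over DCI+LATS. In that order, the intervals held the true ratio for 96.5%, 97.5% and 94.5% of changed genes. Of 200 unchanged lists, 6%, 4% and 5% fell outside the central 95% of random lists, and 100% of 50 changed lists lay above it. These values cover counting error only and do not speak to variation between samples or libraries.

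The alternatives fixed beforehand were stricter cell limits (1000 genes and 10% mitochondrial counts), every deposited barcode, edgeR's TMM factors, median-of-ratios factors, means over cells, a pseudocount of 5 CPM, no filter on low counts, called doublets kept, and sums without proliferating or without off-lineage cells. For clusters they were resolutions 0.3 and 1.0, 15 components, seed 1, markers among the variable genes, and each matrix clustered alone, and for shares and scores other thinning, 2 UMIs or more and plain means. Removing the cells with the highest doublet scores at the expected rate and leaving out the low-UMI cluster were added after the data had been seen. Leaving out 1 sample at a time and the tests of edgeR and DESeq2 were planned for the case of 2 suffixes per file and were not run. Mitochondrial, ribosomal and unnamed genes, XIST and Y-linked genes were left out of the largest ratios. The single-cell ATAC-seq and other assays of the study were not analysed here.

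Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 for the TMM factors.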

Results

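The data were single-cell transcriptomes of alveolar epithelial cells grown on micro-patterned plates from a human iPSC line that carries an SFTPC reporter. The cells first spent 7 days in DCIK+3i medium, which is meant to induce alveolar type 2 (AT2) cells. It holds a GSK3 inhibitor (CHIR99021), a TGF-β receptor inhibitor (SB431542), Y27632 and the growth factor KGF. The cells were sampled then, or kept to day 14 in DCI medium, which lacks all of these, or in PAL medium. A LATS kinase inhibitor was added to DCI medium from day 11 (DCI+LATS, meant to induce type 1, AT1, cells). PAL medium holds hydrocortisone and the Notch pathway inhibitor DAPT and is meant to induce an alveolar transitional cell state (ATCS). Each of the 3 groups had 2 samples in the labels, and each group's 2 samples were pooled in 1 matrix. There was therefore no check between replicates and no test, and every interval here is 95% and covers counting error only. After filtering, 2562 cells of DCIK+3i, 2901 of DCI+LATS and 3778 of PAL were analysed, with 119787689, 151508440 and 152856117 UMIs (unique transcripts). The median kept cell had 40361, 43855 and 36406 UMIs. Library and group were the same thing, so a difference between groups could also be a difference between libraries, and day and medium differed together in both comparisons with day 7.

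DCIK+3i at day 7 was mostly AT2-like, DCI+LATS at day 14 was mostly AT1-like, and PAL at day 14 was a mixture without a majority type, though the first 2 majorities depended on the clustering. AT2-like cells made up 87.2% of DCIK+3i cells (Clopper-Pearson interval 85.8 to 88.4%), 0.758% of DCI+LATS cells and 1.22% of PAL cells. AT1-like cells made up 74.7% of DCI+LATS cells (73.0 to 76.2%), 0.0390% of DCIK+3i cells and 0.397% of PAL cells. With each matrix clustered alone the AT2-like share of DCIK+3i was 48.9% and the AT1-like share of DCI+LATS 46.4%, and with 15 components they were 49.9% and 72.6%. Clusters 2 and 3, which held all AT2-like cells, also met the rule for distal lung progenitor markers, with 4 and 5 of 7 markers. The mean log2 folds of these markers were 1.17 and 1.13, against 1.45 and 1.06 for AT2 markers. ATCS-like cells were found almost only in PAL, at 4.55% (3.91 to 5.27%), against 1 DCIK+3i cell and 2 DCI+LATS cells. That share was the lowest of all clusterings tried: the others gave 5.61% to 15.3% and, at resolution 0.3, 46.2%. The 2 largest came from clusters that met the ATCS rule but had no ATCS marker among their 10 leading genes. PAL alone held multiciliated-like cells, at 3.36% (2.81 to 3.99%). The 0 cells in the other libraries allowed up to 0.144% in DCIK+3i and 0.127% in DCI+LATS. Neuroendocrine-like cells were present in every library, at 8.98% of DCIK+3i, 13.6% of DCI+LATS and 29.2% of PAL cells. Neuronal-like cells made up 1.52% of DCI+LATS and 5.13% of PAL cells and none of DCIK+3i. That name and the neuroendocrine one were not stable: with each matrix clustered alone 8.94% of DCIK+3i cells were neuronal-like and 0 neuroendocrine-like, and at resolution 1.0 the shares were 7.61% and 2.03%. Cluster 5, which held most of these DCIK+3i cells, had a mean log2 fold of 1.61 for neuroendocrine and 1.63 for neuronal markers, and clusters 4, 10 and 13 also met both rules. Proliferating cells of any type made up 35.9% of DCIK+3i, 18.5% of DCI+LATS and 6.83% of PAL cells; at resolution 0.3 the DCI+LATS share was 7.00%, about that of PAL.

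In the report's clustering PAL held more unnamed cells than cells of any named type, at 56.1% against 3.79% in DCIK+3i and 9.38% in DCI+LATS. That ranking depended on the clustering. At resolution 0.3 unnamed cells made up 7.65% of PAL, below ATCS-like (46.2%) and neuroendocrine-like cells (41.1%). In the other clusterings they stayed the largest class of PAL, from 39.4% with called doublets kept to 61.2% with 15 components. The main unnamed group of PAL in the report's clustering, cluster 1, held 38.8% of PAL cells, 0.172% of DCI+LATS cells and 0 DCIK+3i cells. Cluster 1 met no naming rule. It had 2 airway secretory markers at least 2-fold higher, with a mean log2 fold of 1.10, where 3 were needed, and 3 ATCS and 4 multiciliated markers with mean folds of 0.44 and -0.12, where 1 was needed. Cluster 7 held 9.61% of PAL, 1.31% of DCI+LATS and 0.507% of DCIK+3i cells, and the proliferating cluster 11 held 6.09% of PAL cells. Cluster 15 held 3.72% of DCI+LATS cells. Cluster 9, with a pooled median of 6106 UMIs, held 3.20%, 4.17% and 1.59% of the libraries in the order above. It is the low-UMI cluster of the alternatives, although its median was 22885 UMIs in DCIK+3i, against 3254 in DCI+LATS and 6423 in PAL. The markers used for naming were left out of the clustering, but the thresholds of the naming rule were set after the data had been seen. The ATCS-like share depended strongly on the clustering, as the closing section shows. Doublet calling did not work on these libraries; among the highest doublet scores were 1 of the 172 ATCS-like cells and 18.5% of the cluster 7 cells of PAL. Most clusters came mainly from 1 library and could reflect that library rather than a type.

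**Figure D1:**
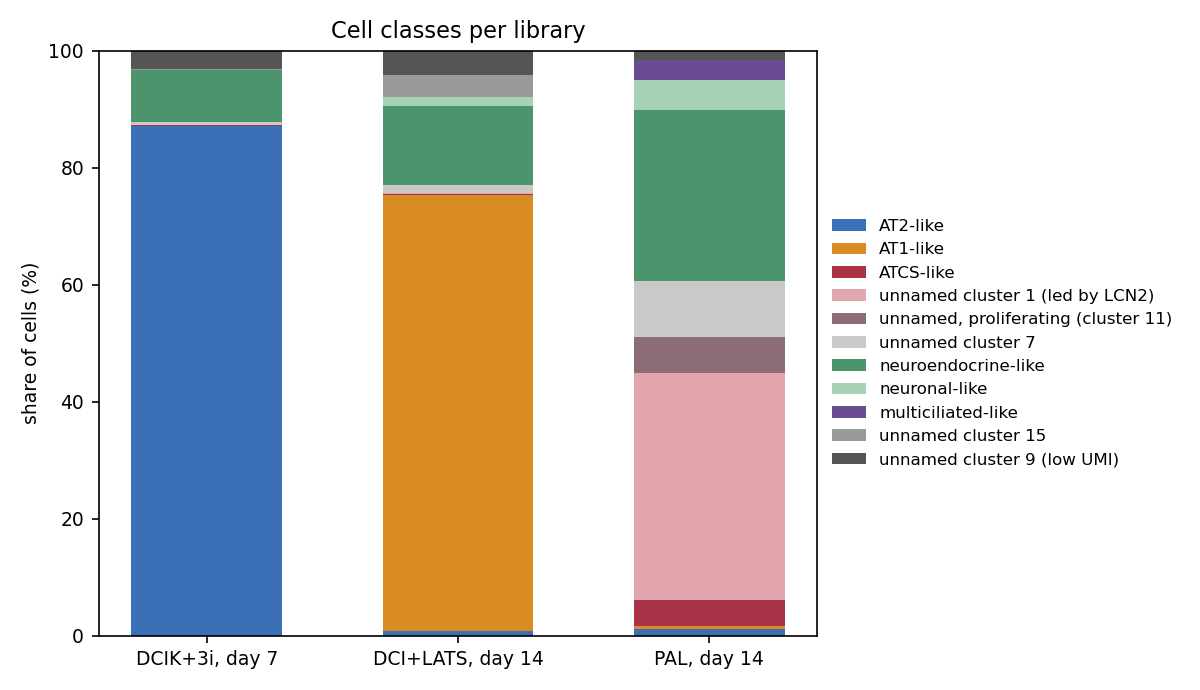
Stacked bars of the share of cells (%) in each cell class, 1 bar per library. AT2-like cells filled 87.2% of DCIK+3i and AT1-like cells 74.7% of DCI+LATS, while PAL was split between cluster 1 (38.8%), neuroendocrine-like cells (29.2%) and smaller classes.

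The comparison of DCI+LATS at day 14 with DCIK+3i at day 7 addresses AT1 induction. AT1 genes were far higher in DCI+LATS: caveolin CAV1 stood at 594 against 15.2 counts per 1000000 UMIs (CPM), a 39.2-fold difference (37.4 to 41.1), EMP2 was 25.4-fold higher, the receptor AGER 21.03-fold and CLIC5 18.4-fold. The surfactant genes SFTPC and SFTPB went the other way but unequally, as SFTPC was 41.0-fold higher in DCIK+3i (37.7 to 44.8) whereas SFTPB, at 1104 against 806 CPM, was only 1.37-fold higher there. ABCA3 of the study's AT2 list was 1.89-fold higher in DCI+LATS. Of the study's 5 measured AT1 genes 5 were at least 2-fold higher in DCI+LATS, and of its 7 AT2 genes 5 were at least 2-fold lower, counts that are not independent evidence because the study chose these lists for these cells. A separate list of other AT1 markers, which shares no gene with the study's, was higher for 15 of 16 genes, including HOPX, CAV2 and VEGFA. AQP5, in the study's AT1 list but too low to be counted, was 13.1-fold higher in DCIK+3i. SFTPA1 was 28755-fold higher in DCIK+3i, a ratio that rests on 1 UMI in DCI+LATS (5161 to 1135830).

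Hippo pathway targets were higher in DCI+LATS: 9 of 19 YAP and TEAD targets were at least 2-fold higher in DCI+LATS and 1 was lower. Y27632, KGF, CHIR99021 and SB431542 were withdrawn in the same cultures, so this difference cannot be assigned to the LATS inhibitor alone. ANKRD1 was 14.5-fold and CRIM1 8.32-fold higher, while NT5E was 29.3-fold higher in DCIK+3i. The list's median log2 ratio of 0.98 lay above that of all 10000 random lists matched for expression, a percentile of 100, which like all such percentiles describes these libraries only. β-catenin targets were lower after the GSK3 inhibitor was withdrawn, with 6 of 11 at least 2-fold lower (median -1.61), including SP5, 50.8-fold, and WIF1, 82.9-fold. TGF-β targets and matrix genes were higher for 8 of 16 and lower for 1 (median 0.80), among them TAGLN, 4.15-fold, and COL4A1, 4.07-fold. Distal lung progenitor genes were lower for 6 of 7 (median -1.80), with SOX9 11.2-fold and HMGA2 10.4-fold higher in DCIK+3i. Proliferation genes were lower for 6 of 17 and higher for 0 (median -0.74), TOP2A being 2.28-fold higher in DCIK+3i.

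Some genes of the transitional state were also higher in DCI+LATS. The ICAM1 gene, which codes for the surface protein CD54, was 8.17-fold higher (7.77 to 8.59, at 114 against 13.9 CPM), the galectin LGALS3 5.89-fold and the keratins KRT17 and KRT8 6.09-fold and 2.92-fold. In all, 5 of the 10 measured genes of the study's ATCS list were at least 2-fold higher and 0 lower (median 1.08), again not independent evidence. MMP7, also of that list, had 5 UMIs in DCI+LATS and 3 in DCIK+3i. The AP-1 factor ATF3 was 2.27-fold higher (2.21 to 2.33) and FOSL2 2.54-fold, with 3 of 11 AP-1 factors at least 2-fold higher and 0 lower. The transcription factor NKX2-1 differed little, 1.35-fold higher in DCIK+3i. The osteopontin gene SPP1 was 366-fold and the squamous keratins KRT13 and KRT4 45.0-fold and 126-fold higher in DCI+LATS, both keratins being the only measured members of the keratinisation list. Among airway secretory genes, SCGB3A2 was 17.5-fold and WFDC2 4.30-fold higher (3 of 4 higher, 1 lower).

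Several response lists moved apart in this comparison. The glucocorticoid response was higher for 3 of 9 genes (median 0.80), among them ZBTB16, 3.95-fold, TSC22D3, 2.88-fold, and DUSP1, 2.38-fold. The cAMP response was lower for 2 of 6 (median -0.86), with PDE4D 2.64-fold higher in DCIK+3i. NF-κB and inflammatory genes were higher for 2 of 13, one being CCL20 at 17.5-fold, and lower for 4 (median -0.57). Genes of HLA and antigen presentation were lower for 3 of 5 (median -1.17), including CD74, 3.88-fold, and B2M, 3.06-fold. p53 targets were higher for 3 of 18 and lower for 0 (median 0.41), SESN2 being 4.88-fold higher. Hypoxia and glycolysis genes were higher for 4 of 12, with VEGFA 7.79-fold and SLC2A1 3.17-fold higher. As a list they did not move, with a median of 0.12 inside the range of random lists (percentile 71.9). Neuroendocrine genes were higher for 4 of 12 and lower for 1 (median 0.94, but -1.07 without the neuroendocrine-like and other off-lineage cells), CHGA being 11.3-fold higher.

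**Figure D2:**
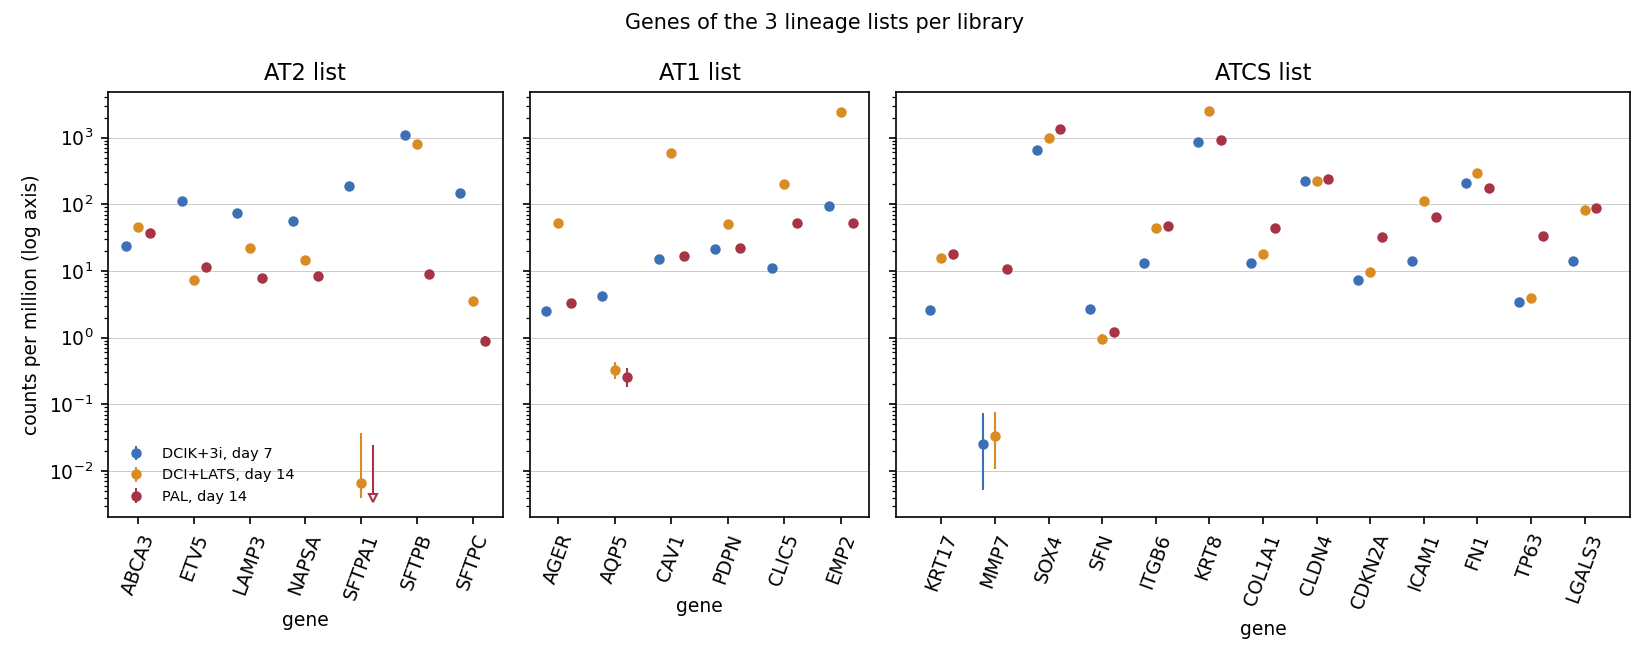
CPM (log axis) of each gene of the study's AT2, AT1 and ATCS lists in the 3 libraries, with 95% Poisson intervals that cover counting error only; an open triangle at the bottom marks 0 counts. CAV1 stood at 594 CPM in DCI+LATS against 15.2 in DCIK+3i and 17.0 in PAL, and MMP7 at 10.7 CPM in PAL against 0.0330 in DCI+LATS and 0.0250 in DCIK+3i.

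The comparison of PAL at day 14 with DCIK+3i at day 7 addresses ATCS induction. The study's ATCS list was higher in PAL for 9 of 12 measured genes and lower for 0 (median 1.85), and its AT2 list was lower for 6 of 7 (median -3.19); neither count is independent evidence. The matrix metalloproteinase MMP7 stood at 10.7 CPM, 428-fold higher on 3 UMIs in DCIK+3i (146 to 2076), KRT17 was 6.92-fold, the basal factor TP63 9.72-fold, LGALS3 6.29-fold, ICAM1 4.67-fold (4.43 to 4.92), the cell cycle inhibitor CDKN2A 4.28-fold, the integrin ITGB6 3.52-fold and COL1A1 3.30-fold higher in PAL. FN1 of the same list was 1.22-fold higher in DCIK+3i, and SFN, too low to be counted, was 2.25-fold higher there. SFTPC was 163-fold (138 to 194), SFTPB 124-fold, SLC34A2 11.2-fold and LAMP3 9.37-fold higher in DCIK+3i, and SFTPA1, with 0 UMIs in PAL, at least 9670.4-fold. AT1 genes of the study were higher for 1 of 4, CLIC5 at 4.80-fold, while EMP2 was 1.81-fold higher in DCIK+3i. Of the other AT1 markers 6 of 15 were at least 2-fold higher in PAL and 1, HOPX at 5.72-fold, lower (median 0.54, percentile 95.2).

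Genes of inflammation and of airway types were higher in PAL. NF-κB and inflammatory genes were at least 2-fold higher for 13 of 18 and lower for 0 (median 2.00), including the serum amyloid gene SAA1, 231-fold, and the chemokines CXCL1, 41.8-fold, and CXCL8, 15.5-fold. Genes of the senescence-associated secretion were higher for 6 of 7 (median 2.13), of which CXCL1 and CXCL8 are also in the inflammatory list and CCL2 was 17.7-fold higher. Interferon genes were higher for 5 of 8, such as IFIT2 at 8.38-fold, but their median of 1.24 lay inside the central 95% of random lists (percentile 96.6). All 15 multiciliated genes were at least 2-fold higher (median 3.57), TEKT1 by 418-fold and CCNO by 71.9-fold, and neuroendocrine genes were higher for 10 of 12 and lower for 1 (median 2.43), CHGA by 64.7-fold. Airway secretory genes were higher for 5 of 7 (median 1.28), among them MUC4, 27.1-fold, and LCN2, at 199 CPM against 1 UMI in DCIK+3i, a 23851-fold ratio (4280 to 942086). The trypsin inhibitor gene SPINK1 stood at 2705 CPM, 172-fold higher. TGF-β targets and matrix genes were higher for 7 of 16 and lower for 0 (median 0.66).

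Other lists were lower in PAL than in DCIK+3i. Proliferation genes were lower for 14 of 17 (median -1.23), with UBE2C 3.63-fold and PCNA 3.29-fold higher in DCIK+3i. Distal progenitor genes were lower for 5 of 7 (median -1.55) and β-catenin targets for 4 of 11 (median -0.84), WIF1 by 289-fold and HMGA2 by 5.14-fold. Hypoxia and glycolysis genes were lower for 4 of 12 and higher for 2 (median -0.34), LDHA being 3.38-fold higher in DCIK+3i, and cholesterol and fatty acid genes were lower for 1 of 14 (median -0.34). YAP and TEAD targets went both ways, 3 of 19 higher and 4 lower (median 0.07). NKX2-1 was 2.15-fold and the Notch target HES1 3.64-fold higher in DCIK+3i, and ATF3 1.40-fold higher in PAL.

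The scaling shifted this comparison as a whole. The median log2 ratio over all genes was 0.28 for PAL over DCIK+3i and 0.24 for PAL over DCI+LATS with totals as the scale, against -0.09 and -0.07 with TMM factors and -0.11 and -0.09 with median-of-ratios factors; for DCI+LATS over DCIK+3i it was 0.00, -0.06 and -0.07. The direction for CAV1, CLDN4, KRT8, KRT15, PDPN and CREM in PAL over DCIK+3i, all at most 1.25-fold, turned with either of these factors.

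The comparison of PAL with DCI+LATS at day 14 asks how the 2 later media differ at the same day. The study's 5 measured AT1 genes were all at least 2-fold lower in PAL (median -3.64), and so were 13 of 16 other AT1 markers (median -2.24): EMP2 was 45.9-fold, CAV1 35.0-fold, HOPX 30.3-fold and AGER 15.9-fold higher in DCI+LATS. SFTPB was 90.2-fold and SFTPC 3.98-fold higher in DCI+LATS too. The ATCS list, not independent evidence, was split, with 4 of 12 genes at least 2-fold higher in PAL, 1 lower and a median of 0.14 at percentile 57.9 (-0.15 with TMM and -0.17 with median-of-ratios factors). On its higher side MMP7 was 325-fold (139 to 1001), TP63 8.59-fold, CDKN2A 3.26-fold and COL1A1 2.46-fold higher in PAL; on its lower side KRT8 was 2.72-fold, ICAM1 1.75-fold (1.71 to 1.79) and FN1 1.70-fold higher in DCI+LATS. KRT17, ITGB6, LGALS3, CLDN4 and SFN were within 1.25-fold, and the direction turned for each with median-of-ratios factors, and with TMM factors for all but SFN. ATF3 was 1.62-fold higher in DCI+LATS.

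YAP and TEAD targets were lower in PAL for 10 of 18 and higher for 0 (median -1.10), ANKRD1 by 13.8-fold and CCN1 by 4.56-fold. NF-κB and inflammatory genes were higher in PAL for 15 of 18 and lower for 0 (median 2.52), including SAA1, 194-fold, CXCL5, 33.1-fold, and CXCL1, 21.7-fold, although ICAM1 of that list was lower. Airway secretory genes went both ways, 4 of 7 higher and 2 lower (median 1.85), with LCN2 3352-fold higher in PAL and SCGB3A2 9.81-fold higher in DCI+LATS. All 15 multiciliated genes (median 3.51) and 11 of 12 neuroendocrine genes (median 2.03) were at least 2-fold higher in PAL, such as CCNO, 36.2-fold, and SYP, 7.30-fold. The cAMP response was higher for 4 of 6 (median 1.19), with the nuclear receptor NR4A2 11.4-fold higher, and the glucocorticoid response was lower for 2 of 9 (median -0.83), ZBTB16 by 4.85-fold. Both media hold a glucocorticoid, hydrocortisone in PAL and dexamethasone in DCI medium, and the latter also holds a cAMP analogue and a phosphodiesterase inhibitor. p53 targets were lower for 7 of 19 and higher for 3 (median -0.59), SESN2 by 7.66-fold, and hypoxia and glycolysis genes were lower for 5 of 12 (median -0.57), VEGFA by 7.94-fold and SLC2A1 by 5.46-fold. Lung transcription factors were higher for 7 of 17 (median 0.59, but -0.13 with TMM factors), FOXA1 by 3.82-fold, while NKX2-1 was 1.59-fold higher in DCI+LATS. KRT13 was 102-fold and SPP1 809-fold higher in DCI+LATS.

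**Figure D3:**
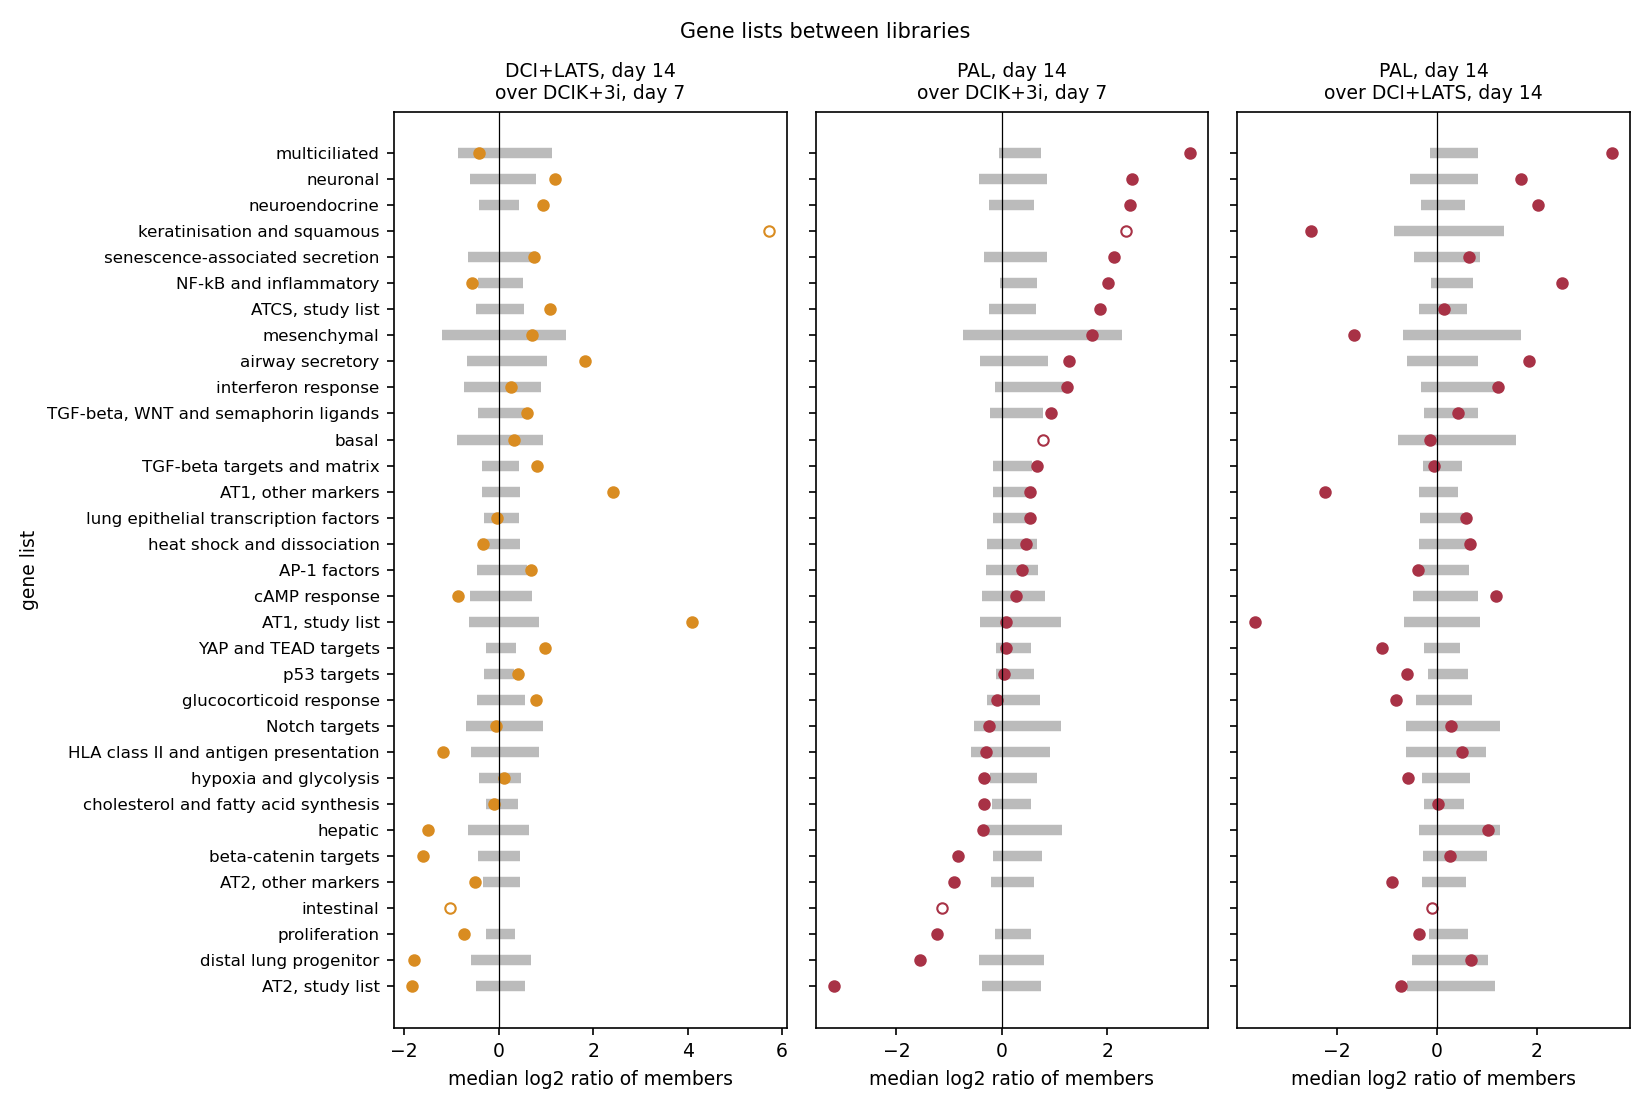
Median log2 ratio of the measured genes of each of the 33 lists (points, open where under 3 genes were measured) in the 3 comparisons; grey bars span the central 95% of 10000 random lists matched for expression. The multiciliated list lay at 3.57 and 3.51 in the comparisons with PAL, and the study's AT1 list at 4.09 in DCI+LATS over DCIK+3i.

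The values of the remaining lists follow as PAL over DCIK+3i, then PAL over DCI+LATS, then DCI+LATS over DCIK+3i. Neuronal genes had median log2 ratios of 2.46, 1.68 and 1.19, above nearly all random lists (percentiles 100, 99.99 and 99.52), with 4, 5 and 3 of 6 genes at least 2-fold higher. AP-1 factors had medians of 0.38, -0.38 (percentile 3.18) and 0.68, with 1 of 10 higher and 0 lower in the first and 2 of 10 higher and 3 lower in the second. Medians were 0.94, 0.43 and 0.61 for TGF-β, WNT and semaphorin ligands, 0.46, 0.67 and -0.33 for heat shock and dissociation genes, and -0.36, 1.02 and -1.49 for hepatic genes (0.22, 0.78 and 0.19 without proliferating cells). They were -0.25, 0.28 and -0.05 for Notch targets and -0.91, -0.91 and -0.50 for other AT2 markers. Basal genes gave 0.78, -0.14 and 0.32 on 2 or 3 measured genes, mesenchymal genes 1.71, -1.66 and 0.71 on 3 (-0.00797, 0.0232 and 0.30 with no low-count filter), keratinisation genes 2.36, -2.52 and 5.72 on 2 or 3, and intestinal genes -1.13, -0.10 and -1.03 on 1. The basal keratin KRT5 had 0 UMIs in PAL, 2 in DCI+LATS and 1 in DCIK+3i.

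The ATCS-like cells, 172 cells of PAL, differed strongly from the 1315 non-proliferating AT2-like cells of DCIK+3i. MMP7 was 3758-fold higher on 2 UMIs in AT2-like cells (1038 to 31063), CXCL8 63.6-fold, KRT17 46.0-fold (38.6 to 55.2), ICAM1 35.4-fold at 557 against 15.8 CPM, CDKN2A 20.7-fold, COL1A1 18.1-fold, ITGB6 17.1-fold, TP63 8.23-fold and FN1 4.71-fold. SFTPC was 103-fold, SFTPB 18.6-fold and NKX2-1 1.75-fold higher in AT2-like cells. TGF-β targets and matrix genes were at least 2-fold higher for 16 of 17 (median 2.63), NF-κB and inflammatory genes for 17 of 18 (median 4.88) and interferon genes for 9 of 10 (median 1.76). ATF3 was 1.80-fold and the cell cycle inhibitor CDKN1A 2.52-fold higher. The cluster was named by its ATCS markers, which makes their direction part of its definition, and the genes of the other lists took part in the clustering.

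Set against the 1636 non-proliferating AT1-like cells of DCI+LATS, the ATCS-like cells were higher for 10 of 13 ATCS genes (median 2.32), including COL1A1, 13.3-fold, CDKN2A, 14.95-fold, KRT17, 5.36-fold, ICAM1, 3.86-fold, and FN1, 3.64-fold. KRT8 was 1.82-fold higher in AT1-like cells, as were ATF3, 1.15-fold, CAV1, 7.37-fold, AGER, 10.9-fold, and EMP2, 48.2-fold. NF-κB and inflammatory genes were higher for 18 of 18 and interferon genes for 8 of 10, whereas 5 of 18 YAP and TEAD targets were lower and 1 higher (median -0.25). The AT1-like cells themselves differed from the AT2-like cells unequally in AT2 genes: SFTPB stood at 972 CPM, 1.44-fold below the AT2-like cells, ABCA3 was 1.89-fold above them and SFTPC 46.5-fold below them. They also had KRT17 8.58-fold and ICAM1 9.17-fold above the AT2-like cells.

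Cluster 1, 1464 cells of PAL, shared part of that profile. Against the AT2-like cells it was higher for 8 of 12 ATCS genes (median 1.70), with TP63 12.6-fold and KRT17 7.76-fold higher but ICAM1 only 3.00-fold and FN1 1.84-fold lower. The ATCS-like cells exceeded cluster 1 for 8 of 13 ATCS genes (median 2.30) and 13 of 17 TGF-β and matrix genes (median 2.13), such as MMP7, 25.9-fold, TAGLN, 22.7-fold, ICAM1, 11.8-fold (11.3 to 12.4), FN1, 8.68-fold, and COL1A1, 6.57-fold. TP63 was instead 1.53-fold and LCN2 4.26-fold higher in cluster 1, as were 8 of 9 multiciliated genes (median -2.07) by at least 2-fold. ATF3 was about equal, 1.05-fold (0.985 to 1.12). Interferon genes were higher for 1 of 11 only.

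**Figure D4:**
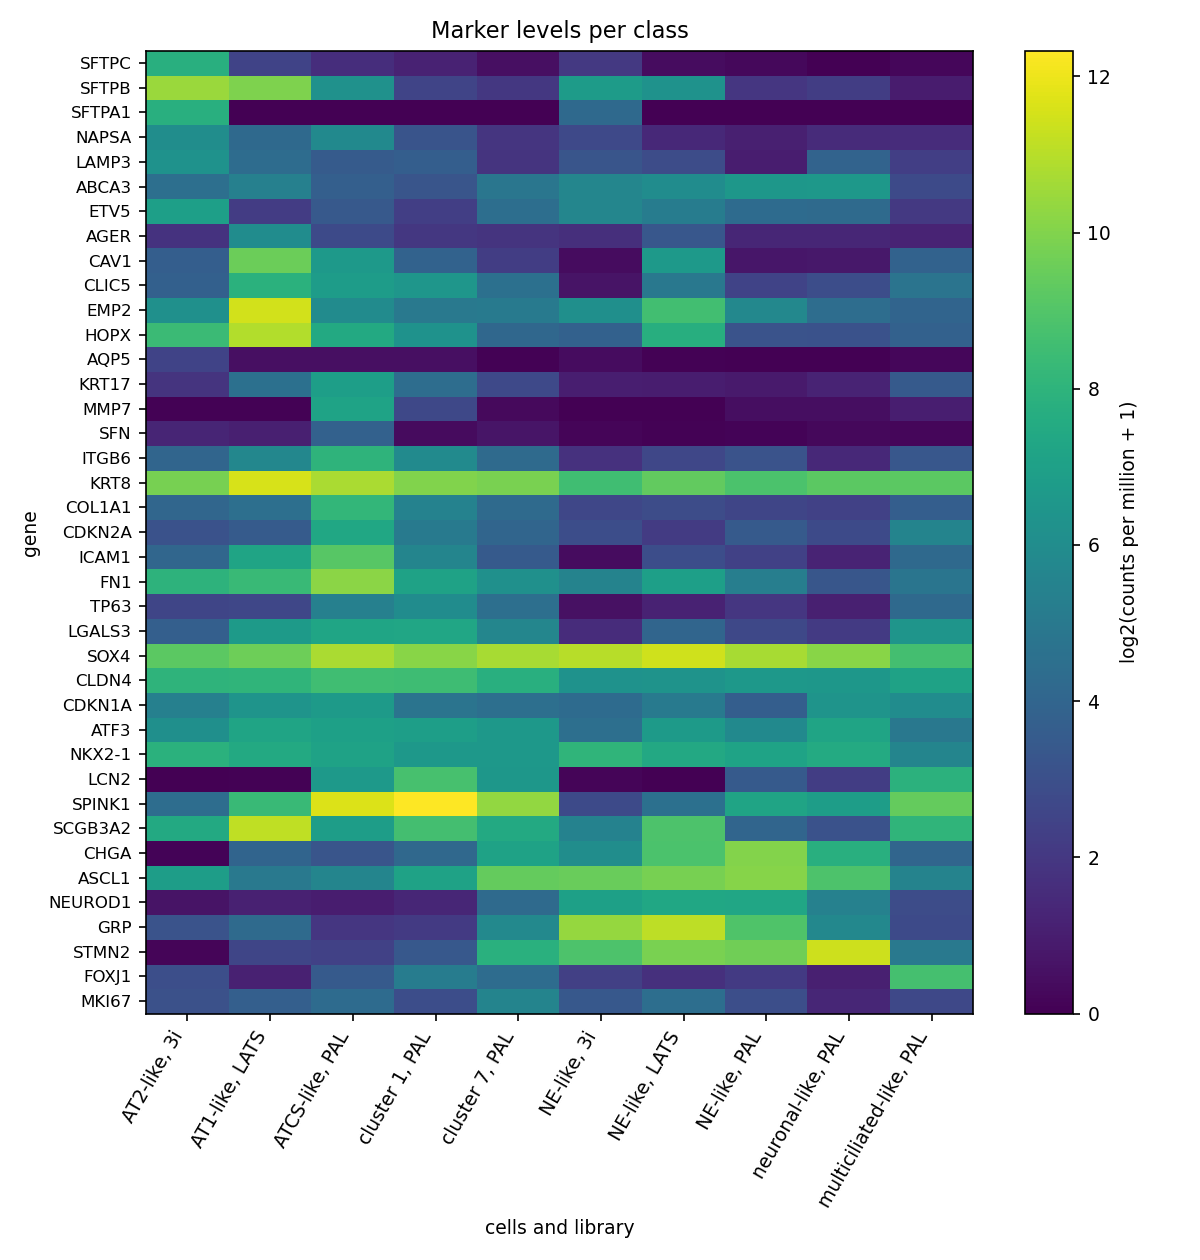
Heat map of log2(CPM + 1) for marker genes (vertical axis) in cell classes of each library (horizontal axis). ICAM1 stood at 557 CPM in ATCS-like cells of PAL, 145 in AT1-like cells of DCI+LATS, 47.2 in cluster 1 and 15.8 in AT2-like cells of DCIK+3i.

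Shares of cells with a transcript, in which classes include their proliferating cells, were computed after thinning each cell to 5000 UMIs, which left out 35 cells of DCIK+3i, 128 of DCI+LATS and 39 of PAL. ICAM1 was seen in 71.6% of ATCS-like cells (94.8% without thinning), 27.3% of AT1-like cells (67.1%) and 12.4% of cluster 1 (39.3%), against a background in neuroendocrine-like cells of 0.817% in PAL (7.24%) and 2.53% in DCI+LATS (14.4%). KRT17 was seen in 13.02% of ATCS-like cells (37.2% without thinning) against a background of 0.363% in PAL (2.26%). COL1A1 was seen in 55.0% of ATCS-like cells (90.7%) against 1.91% (10.0%), CDKN2A in 42.6% (80.8%) against 4.45% and MMP7 in 21.3% (48.3%) against 0.0908%. Median depths before thinning were 51342 UMIs in ATCS-like and 32354 in neuroendocrine-like PAL cells, so the unthinned shares favour the former. CAV1 was seen in 81.4% of AT1-like and 9.62% of neuroendocrine-like DCI+LATS cells, at median depths of 50132 and 32023. SFTPC was seen in only 7.00% of DCIK+3i cells (15.5% without thinning), against a background of 2.20% (7.83%) in its neuroendocrine-like cells, in 1.30% of DCI+LATS (5.31%) and in 0.321% of PAL cells (1.32%). KRT17 and COL1A1 were seen together in 43 PAL cells where 17.7 were expected from their separate shares. The counts were 16 DCI+LATS cells against 5.12, 0 DCIK+3i against 0.873, 18 ATCS-like against 12.1 and 22 cluster 1 cells against 14.4. KRT17 and ICAM1 were seen together in 39 PAL cells against 16.7 and in 39 DCI+LATS cells against 19.6. By class, the counts were 15 ATCS-like cells against 15.8, 16 cluster 1 cells against 12.4 and 31 AT1-like cells against 19.4. Without thinning, KRT17 and COL1A1 were together in 329 PAL, 166 DCI+LATS and 38 DCIK+3i cells against 211, 104 and 27.7. Within classes the unthinned counts were 63 ATCS-like and 199 cluster 1 cells against 58.0 and 183, a smaller relative excess. In ATCS-like cells the joint count could not exceed the 64 cells with KRT17, as COL1A1 was seen in 156 of 172. The small excess there is therefore no sign of weaker joint detection.

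Scores per cell, the mean of a list minus matched control genes, set the ATCS-like cells apart but not cluster 1 from AT1-like cells. The high ATCS score of ATCS-like cells follows in part from their naming by ATCS markers and is not separate evidence. The median ATCS score was 0.66 in ATCS-like cells (quartiles 0.52 to 0.90), 0.21 in cluster 1 and in AT1-like cells, 0.04 in AT2-like and 0.00 in neuroendocrine-like PAL cells. Over all cells it was 0.18 in DCI+LATS, 0.11 in PAL and 0.04 in DCIK+3i. Median AT1 scores were 0.51 in DCI+LATS, -0.34 in PAL and -0.30 in DCIK+3i, and median AT2 scores -0.08, -0.25 and 0.17.

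Neuroendocrine-like cells also differed between media. In DCIK+3i they exceeded AT2-like cells at least 2-fold for 11 of 12 neuroendocrine and 6 of 6 neuronal genes, GRP by 168-fold and INSM1 by 133-fold. Those counts partly restate the naming, because the class was named by neuroendocrine markers and cluster 5 also met the neuronal rule. These cells sat mostly in cluster 5 in DCIK+3i and DCI+LATS and in clusters 4 and 8 in PAL. Values between libraries therefore compare different clusters. In PAL they had CHGA 16.1-fold, the serotonin enzyme gene TPH1 54.6-fold and the peptide gene GHRL 26.8-fold higher than in DCIK+3i, and 5 of 12 neuroendocrine genes were higher and 1 lower (median 0.71). Notch targets were lower for 3 of 5 and higher for 1 (median -1.59), HES5 by 225-fold on 2 UMIs in PAL (60.7 to 1891) and NRARP by 4.65-fold, and 9 of 16 proliferation genes were lower. AP-1 factors were higher for 3 of 9 (median 0.90), ATF3 by 2.60-fold and JUN by 2.18-fold.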

Values the study reported

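The study reported that its induced ATCS-like cells correlated with ATCS cells of patients with a Pearson coefficient of 0.84 and with AT2 cells with one of 0.19. Cells with fewer than 200 genes or above 15% mitochondrial reads were excluded there.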

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

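This look at the removed barcodes and its genes were chosen after the data had been seen. The removed barcodes, all above the limit of 15% mitochondrial counts, took no part in the comparisons, yet they carried genes of their own library far above the level that 3 counts would give. SFTPB stood at 799 CPM in the 1009 removed barcodes of DCIK+3i (5711 UMIs, limit 0.420 CPM) against 1104 in the kept cells, but SFTPC at only 22.1 CPM against 147. EMP2 stood at 902 CPM in the 841 removed barcodes of DCI+LATS (6162 UMIs) against 2389 in the kept cells. LCN2 stood at 32.9 CPM in the 367 removed barcodes of PAL (85 UMIs, limit 1.16 CPM) against 199 in the kept cells. These totals include mitochondrial UMIs, 51.5%, 38.3% and 40.3% of those removed. Per 1000000 other UMIs, SFTPB was higher in the removed barcodes (1649 against 1190), while SFTPC (45.6 against 159), EMP2 (1462 against 2532) and LCN2 (55.1 against 212) were lower. The removed barcodes therefore held RNA of these genes, though not in the proportions of the kept cells, from damaged cells or free in solution, which these counts cannot separate.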

How the results depend on the processing

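No paired analysis was possible because each matrix pools its group's 2 samples without numbers that would pair them. Leaving out 1 sample at a time and the tests of edgeR and DESeq2 were planned for matrices with 2 suffixes and were not run. Removing top doublet scores and leaving out the low-UMI cluster were chosen after the data had been seen, as was the rule for calling a list's median moved. List medians were labelled the same in 1057 of 1113 alternatives, moved in 51 and reversed in 5. A median labelled the same could still change its value and, inside the range of random lists, its sign. Class shares stayed within their intervals in 88 of 144 and shares of cells with a UMI in 144 of 300. Log2 ratios of named genes did so in 2840 of 4464, with 3 reversed. Scores, which had no interval, were labelled the same in 17 of 18.

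Only lists outside the central 95% of random lists and genes with a log2 ratio of at least 1 were called reversed. Below those limits the sign changed in a further 39 alternatives for 16 list medians and in 38 for 19 gene ratios, among them the ATCS list in PAL over DCI+LATS (0.14, or -0.15 with TMM and -0.17 with median-of-ratios factors) and the AT1 list in PAL over DCIK+3i (0.09, or -0.26 and -0.28). The reversals were these. Without proliferating cells, the hepatic list in DCI+LATS over DCIK+3i was at 0.19, RRM2 there at 0.41, and APOA2 in PAL over DCIK+3i at 0.30, or 1.87 as a mean over cells. Without off-lineage cells in either library, the neuroendocrine list in DCI+LATS over DCIK+3i fell to -1.07, at percentile 0.13 of random lists. In PAL over DCI+LATS, the lung transcription factors were at -0.13 with TMM and -0.14 with median-of-ratios factors and the mesenchymal list at 0.0232 with no low-count filter. Apart from these, the AT1 score of PAL minus DCIK+3i moved from -0.04 to 0 as a plain mean.

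Class shares depended on the clustering. The ATCS-like share of PAL was 46.2% at resolution 0.3, 7.73% at 1.0, 5.61% with 15 components, 5.66% with seed 1, 6.54% with markers among the variable genes, 15.3% with called doublets kept, 7.86% with stricter limits and 6.62% with each matrix alone. Keeping the called doublets or changing the seed moves it, so the share has no firm value. The 2 largest values came from clusters with no ATCS marker but the airway marker LCN2 among their 10 leading genes. Both met the ATCS rule, with 5 markers at resolution 0.3 and 8 with called doublets kept (mean log2 folds of 1.17 and 1.75). ATCS-like cells of the report's clustering also held LCN2, at 98.8 CPM against 421 in cluster 1. The leading genes therefore do not settle the name. The ATCS-like cluster at resolution 0.3 held 1464 of the 1464 cluster 1 cells of PAL. The class stayed at or below 0.345% of the other libraries in each of these. The AT2-like share of DCIK+3i was 61.0% at resolution 1.0, 49.9% with 15 components, 89.5% with markers and 48.9% alone. The AT1-like share of DCI+LATS was 62.5%, 72.6%, 77.7% and 46.4% at resolution 1.0, with 15 components, with stricter limits and alone; at resolution 1.0 and alone it included 235 and 250 cells of clusters with no AT1 marker but SLC34A2 and KRT6A among the leading genes. Neuroendocrine-like or neuronal-like cells of PAL, 34.4% in the report's clustering, were 41.1% at resolution 0.3, 28.8% with 15 components, 41.3% with seed 1, 41.2% with markers, 40.4% with called doublets kept and 38.0% with stricter limits. Proliferating cells were 29.6% (15 components), 32.9% (markers) and 29.3% (alone) of DCIK+3i, 7.00% (resolution 0.3), 20.9% (stricter limits) and 20.4% (alone) of DCI+LATS, and 8.43% (stricter limits) and 8.84% (alone) of PAL. The cause was not tested.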

Other observations

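The SFTPC reporter followed its gene only in part. The reporter transcript was seen in 393 UMIs in DCIK+3i, 13 in DCI+LATS and 36 in PAL, and was 38.2-fold higher in DCIK+3i than in DCI+LATS (22.1 to 72.5), close to the 41.0-fold of SFTPC itself. In PAL, however, 27 of its 36 UMIs fell in neuroendocrine-like cells, at 0.636 CPM against 0.212 CPM for SFTPC there, whereas AT2-like cells of DCIK+3i had 5.23 CPM of the reporter and 216 of SFTPC. The reporter and SFTPC were seen together in 13 cells of DCIK+3i where 1.33 were expected from their separate shares.

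The proliferating AT2-like cells of DCIK+3i were higher than the other AT2-like cells for 17 of 17 proliferation genes, as their naming implies. They also differed in hepatic genes, 4 of 6 at least 2-fold higher (median 1.91). In cluster 5 the DCI+LATS cells were higher than the DCIK+3i cells for 5 of 5 AT1 genes of the study (median 2.57), 14 of 15 other AT1 markers and 10 of 17 YAP and TEAD targets.

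The tests of free RNA, doublets and dissociation below, and the limit set for dilution, were chosen after the results they weigh had been seen; sums without off-lineage cells, on which the dilution test rests, were fixed beforehand. The first pattern was AT1 and YAP genes in neuroendocrine-like cluster 5 of DCI+LATS. The 29 genes taken were those at least 2-fold higher in cluster 5 of DCI+LATS than of DCIK+3i. That choice may itself favour cluster 5 over the other clusters. If free RNA from AT1-like cells were the whole source, every other cluster of DCI+LATS would carry the same part of the AT1-like level. Over these genes, however, that part had a median of 17.7% in cluster 5. It was 4.18% in the neuronal-like cluster 10, 5.66% in cluster 8 and 10.1% in cluster 13. Doublets of a neuroendocrine-like and an AT1-like cell may account for most of the excess. Of these UMIs, 71.2% lay in the tenth of cells with the largest part, 31 of 313 cells. Their median was 76404 UMIs against 31525 in the rest. Over summed counts, the level in cluster 5 fell from 17.9% to 6.65% without the top doublet scores. On that measure the level was 5.25% in cluster 10, 6.72% in cluster 8 and 12.3% in cluster 13. What remains stays open to free RNA, and a response of these cells to the LATS inhibitor was not tested.

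The second pattern was that ICAM1, KRT8 and FN1, genes of the study's ATCS list picked after their values were seen, were lower in PAL than in DCI+LATS. Dilution by neuroendocrine-like, neuronal-like and multiciliated-like cells might explain it, and without those cells the log2 ratios shrank from -0.80 to -0.37 for ICAM1, from -1.44 to -1.24 for KRT8 and from -0.77 to -0.33 for FN1. All 3 were still at least 1.2-fold lower, so dilution by the cells with these names cannot be the whole cause. It can be the larger part for ICAM1 and FN1. Unnamed cluster 7 stayed in, with ICAM1 at 10.2 and FN1 at 72.1 CPM against 64.9 and 173 in all of PAL. KRT8, at 919 against 910 CPM, was not low there. Dilution by unnamed cells was not tested, so dilution as the whole cause stays open for ICAM1 and FN1. Without the neuroendocrine-like, neuronal-like and multiciliated-like cells the ATCS list had a median of 0.54 at percentile 97.4, just inside the central 95% of random lists. A difference between the media or libraries stays open and untested.

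The third pattern was ATF3, an AP-1 factor that also answers to handling, at 2.27-fold in DCI+LATS over DCIK+3i. A response to dissociation would raise the other genes of that response by about as much, yet the 11 genes of the heat shock and dissociation list had a median log2 ratio of -0.33 (quartiles -0.61 to 0.06, inside the range of random lists at percentile 4.96) against 1.17 for ATF3, which argues against it as the whole cause. AP-1 factors, with a median of 0.68 at percentile 98.3, and DUSP1, 2.38-fold higher, go with such a response, so a part for it stays open. Day, medium and library cannot be separated for this gene, and no biological explanation was tested.

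Hypotheses follow for other experiments. The neuroendocrine-like share of PAL, 29.2% here and between 28.8% and 41.3% with neuronal-like cells in the alternatives above, may reflect the Notch inhibitor in PAL, although over whole libraries the Notch target list lay inside the range of random lists (medians of -0.25 over DCIK+3i and 0.28 over DCI+LATS); culture in PAL without DAPT, with replicates kept apart, would test it. Cluster 1, which holds TP63, LCN2 and part of the ATCS genes, may be a stage beside or before the ATCS-like cells or an airway fate; sampling PAL between days 7 and 14 would show which appears first. The labels' culture protocol mentions DCIK+3i kept to day 14, but none of the samples is such a culture; one would separate day from medium.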
